# Histone methyltransferase G9a is a key regulator of the starvation-induced behaviors in *Drosophila melanogaster*

**DOI:** 10.1038/s41598-017-15344-2

**Published:** 2017-11-07

**Authors:** Kouhei Shimaji, Ryo Tanaka, Toru Maeda, Mamiko Ozaki, Hideki Yoshida, Yasuyuki Ohkawa, Tetsuya Sato, Mikita Suyama, Masamitsu Yamaguchi

## Abstract

Organisms have developed behavioral strategies to defend themselves from starvation stress. Despite of their importance in nature, the underlying mechanisms have been poorly understood. Here, we show that *Drosophila* G9a (dG9a), one of the histone H3 Lys 9-specific histone methyltransferases, functions as a key regulator for the starvation-induced behaviors. RNA-sequencing analyses utilizing *dG9a* null mutant flies revealed that the expression of some genes relating to gustatory perception are regulated by dG9a under starvation conditions. Reverse transcription quantitative-PCR analyses showed that the expression of gustatory receptor genes for sensing sugar are up-regulated in starved *dG9a* null mutant. Consistent with this, proboscis extension reflex tests indicated that *dG9a* depletion increased the sensitivity to sucrose under starvation conditions. Furthermore, the locomotion activity was promoted in starved *dG9a* null mutant. We also found that *dG9a* depletion down-regulates the expression of *insulin-like peptide* genes that are required for the suppression of starvation-induced hyperactivity. Furthermore, refeeding of wild type flies after starvation conditions restores the hyperactivity and increased sensitivity to sucrose as well as *dG9a* expression level. These data suggest that dG9a functions as a key regulator for the decision of behavioral strategies under starvation conditions.

## Introduction

Behavioral epigenetics has attracted attentions for the last decade, because epigenetic regulation can induce rapid and long-lasting effects on gene expression in response to environmental changes. Although a numerous number of studies have revealed the biological roles of epigenetic factors over the last 40 years, how epigenetic regulation affects behaviors of organisms and how behaviors affect epigenetic regulation have just started to be investigated^1^. Previous studies reported that several epigenetic factors are relevant to behaviors included in learning/memory, neurodevelopmental disorders, drug addiction, parenting and stress responses in mammals^1^. Some of these relationships have also been found in *Drosophila melanogaster*, the model organism extensively used for genetic studies because of its short life span and the high homology to human genes^2^. For example, some *Drosophila* epigenetic factors like *Ash1* and *Suppressor of variegation 4–20 homolog 1* are associated with autism spectrum disorders, one of the neurodevelopmental disorders characterized by the impaired communication, restricted interests and hyperactivity^3^. Especially it is revealed that the *dG9a*, a *Drosophila* homolog of mammalian *G9a* ^4^ functions as the key regulator of learning and memory through alteration of histone modification^5^.

G9a has been identified in mammals as one of the histone H3 Lysine 9 (H3K9) specific methyltransferases (HMTases) that catalyzes both H3K9 mono-methylation and H3K9 di-methylation^6,7^. G9a has various biological roles including DNA replication^8^, genome imprinting^9,10^, developmental reprogramming^11^ and substance addiction^12^. Especially, G9a plays a critical role in embryogenesis, since *G9a* knockout mice show embryonic lethality in early stages due to severe growth defects^7,13^. Generally, G9a functions to suppress expression of its target genes through H3K9 methylation, although from some reports it may act as a co-activator to positively regulate some genes such as targets of the hormone-activated glucocorticoid receptor^14,15^. However, studies on *in vivo* functions of G9a utilizing the mouse model have not advanced efficiently because of the embryonic lethality of the G9a knockout mice. On the other hand, *dG9a* depletion exerted no effect on fly viability at all^16^. Therefore, *Drosophila melanogaster* is suitable for the functional analyses of G9a in adults. dG9a can catalyze the methylation of H3K9 in euchromatin regions and the methylated H3K9 contributes to heterochromatin formation and transcriptional repression of specific genes *in vivo* ^5,17^. Although the *dG9a* depleted flies show no viability defect^16^, previous reports utilizing *dG9a* knockdown flies or knockout flies revealed that dG9a has a regulatory role in the developmental process of germ cell line like spermatogenesis and oocyte specification^18,19^ as well as in learning and memory^5^. In contrast to the mammalian G9a, dG9a was not essential for *Drosophila* viability. Because of this unexpected finding, one can consider that the epigenetic regulation through H3K9 methylation is not developed to be critical for *Drosophila* viability and therefore dG9a plays no important role for *Drosophila* viability under laboratory conditions. However, it was important to note that while there are various environmental stresses in the wild, *Drosophila* was always maintained under optimal conditions in the laboratory. Therefore, we focused on the analyses under stressed conditions and recently revealed that dG9a has a critical role in acquisition of tolerance under starvation stress in adult stage through regulating the activity of autophagy^20^.

In terms of behavioral changes under starvation stress, *Drosophila* developed two behavioral strategies to increase the possibility that they can find new food sources^21,22^. Firstly, they increase responsiveness for a sugar taste by means of up-regulating the expression of *Gustatory receptor* (*Gr*) *64a*, a well-known gustatory receptor for sensing sugar^23^. Secondary, starvation stress induces hyperactivity through activating octopaminergic neurons whose functions can be regulated by glucagon and insulin signals^24^. However, it remains totally unknown whether there is a key regulator for the decision of these starvation-induced behaviors in spite of its importance in nature.

In this study, RNA-sequencing (RNA-seq) analyses followed by gene ontology (GO) analyses revealed that the expression of genes encoding gustatory receptors and odorant binding proteins are altered in *dG9a* mutants under starvation conditions. Further genetic analyses revealed that *dG9a* depletion increases the expression levels of gustatory receptor genes for sensing sucrose. Behavioral analyses revealed that *dG9a* depletion up-regulates the sucrose sensitivity in response to starvation stress. Our data suggest that dG9a regulates the starvation-induced shift of locomotion activity through controlling the expression of *insulin-like peptide* (*Ilp*) genes that are required for the suppression of starvation-induced hyperactivity. Refeeding of wild type flies after starvation conditions restored the hyperactivity and increased sensitivity to sucrose as well as *dG9a* expression level. Our data suggest that dG9a functions as a key regulator for the decision of behavioral strategies under starvation conditions.

## Results

### RNA-seq analyses of *dG9a*-depleted *Drosophila* under starvation conditions

Previous study utilizing *dG9a* null mutant (*dG9a* ^*RG5*^) showed that dG9a plays an important role for the survival of adult fly under starvation stress conditions^20^. We confirmed that there is no difference in the life span of *dG9a* ^*RG5*^ mutant compared to that of Canton S under fed conditions (Fig S1). These results demonstrate that *dG9a* depletion affects fly viability under starvation conditions, but not under fed conditions. To determine which genes are regulated by dG9a under starvation stress, we performed RNA-seq analyses using adult flies of the *dG9a* null mutant and the wild type after 0 h and 12 h starvation. Thus, we made 4 groups; 0 h starved Canton S, 12 h starved Canton S, 0 h starved *dG9a* ^*RG5*^ and 12 h starved *dG9a* ^*RG5*^. 

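RNA of whole adult flies, 5 days old, was sequenced from Canton S, the wild-type strain, and from *dG9a* RG5, a null mutant of the gene for a histone H3 lysine 9 methyltransferase that had been back-crossed 10 times with Canton S. Flies were kept at 20 per vial on paper soaked with PBS, without food, and RNA was taken at 0 h and at 12 h. RNAs of 2 extractions from 10 flies each were combined in each group, so that each of the 4 groups was 1 library, and no difference between libraries has a replicate check. The paper's text does not name the time of day of the collections. Of 10 genes of the circadian clock, none differed by 2-fold between 12 h and 0 h in either genotype, with medians of 0.06 in Canton S and -0.11 in the mutant. The authors aligned the reads to dm6 with TopHat and calculated FPKM with Cufflinks, a unit that accounts for transcript length and for the number of mapped fragments. The deposited FPKM covered 15904 rows, of which 15268 named a single gene and 636 named several genes of a locus. The paper gives an average of 40,508,694 reads per sample. FPKM alone do not give the depth of each library, and the counting error of weakly expressed genes is not known. The sum of all FPKM was 1113687 in 0 h starved Canton S, 1080217 in 12 h starved Canton S, 1130435 in the 0 h starved mutant and 1072287 in the 12 h starved mutant. In every library the row with the highest FPKM was *Mst57Db*, a gene of the male accessory gland, with 106464, 87528, 134126 and 86797 FPKM in the same order. The expression level was taken as log2(FPKM + 1), as in Fig. 1A, and a gene was counted as higher or lower where its levels in the compared libraries differed by at least 1, that is 2-fold on this scale, which understates the change of genes with low FPKM. Rows of several genes were left out of the counts. For lists of genes, the median difference was set beside those of 10000 random lists of the same size and similar expression, as a description of these libraries. The lists were fixed before the deposited values were examined, but after Table S1 had been seen. That table holds FPKM of these libraries for antimicrobial, *Obp* and *Gr* genes, so the medians of those lists are not independent of what was known. Where a library is listed at 0 FPKM, a difference on this scale is set in part by the value added to the FPKM and is not a fold change.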

Isolated RNAs were sequenced with a deep sequencer (Illumina HiSeq; Illumina, San Diego, CA, USA), which yielded an average of 40,508,694 1 × 51 bp single end reads per sample. These reads were aligned to the *Drosophila melanogaster* reference genome (UCSC dm6). 

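At 12 h of starvation, 429 genes were higher and 565 were lower in the *dG9a* null mutant than in Canton S, and at 0 h 540 genes were higher and 615 were lower. In all, 1692 genes differed between the genotypes at 12 h or at 0 h. Of these, 155 were higher at both times and 230 were lower at both times, where 18.4 and 27.6 shared genes would be found for independent lists of the same sizes. A further 40 were higher at 12 h and lower at 0 h, against 20.9, and 32 were lower at 12 h and higher at 0 h, against 24.2. The comparisons at 12 h and at 0 h share no library. Of the genes that differed, 226 of the higher and 310 of the lower ones at 12 h, and 340 and 346 at 0 h, were protein-coding. At 0 h the ranking was led by small RNAs such as *mir-1013*, which was listed at 1549 FPKM in the 0 h starved mutant and at 0 in the other libraries. The libraries were made with an mRNA kit, and values of small RNAs in them are uncertain. *LysD*, which encodes a lysozyme of the digestive tract, was at 851 FPKM in 0 h starved Canton S and at 0.0950 FPKM in the 0 h starved mutant. *LysC* and *LysB*, neighbors of *LysD* with similar sequences that may share its reads, were at 960 and 310 FPKM in 0 h starved Canton S and at 0.118 and 5.26 FPKM in the 0 h starved mutant. *LysB* was chosen after its values were seen. Among protein-coding genes named after their values were seen, *MtnB*, a metallothionein gene, was at 0.367 FPKM in 0 h starved Canton S and at 21.0 FPKM in the 0 h starved mutant, and at 3.85 and 4.90 FPKM at 12 h. *CG31606* was higher at both times, with 17.4 FPKM at 0 h and 19.6 FPKM at 12 h in the mutant, and was listed at 0 and at 0.150 FPKM in Canton S. These counts rest on the size of the difference, not on a test. With a 4-fold threshold 454 genes differed at 12 h or at 0 h, and with 5 FPKM added in place of 1, 722 genes did.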

The expression of in total 404 genes were differentially expressed between Canton S and *dG9a* null mutant across the analyses (*q-*value < 0.05). The expression levels of all detected genes were shown as fragments per kilobase of transcript per million mapped fragments (FPKM) in all combination of the groups (Fig. 1A). We calculated Pearson’s correlation coefficient between these groups (Fig. 1A). High correlation was detected in any combination of the groups (R > 0.95). 

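Among the genes with similar levels in the libraries, *betaTub60D*, a β-tubulin gene, was at 35.8 and 33.0 FPKM in 0 h and 12 h starved Canton S, and at 33.2 and 33.1 FPKM in the 0 h and 12 h starved *dG9a* null mutant. *betaTub56D*, a more strongly expressed β-tubulin gene, was at 298, 242, 245 and 231 FPKM in the same order. Among the genes far from the diagonal, *LysS*, another lysozyme gene, was at 34.5 FPKM in 0 h and 0.231 FPKM in 12 h starved Canton S, and was listed at 0 in both libraries of the mutant. It was chosen after its values were seen. Over all 15904 rows, Pearson's r was highest between 0 h and 12 h starved *dG9a* RG5 (0.974) and was 0.961 between the Canton S libraries. Between the genotypes r was 0.957 at 0 h and 0.959 at 12 h. It was 0.956 between 12 h starved Canton S and the 0 h starved mutant, and lowest (0.951) between 0 h starved Canton S and the 12 h starved mutant. These values are across genes, which are not independent replicates, and mostly follow the differences in level between genes. For the differences between the genotypes at 0 h and at 12 h, r was 0.327 and Spearman's rho was 0.36 across 12611 genes with at least 1 FPKM in a library, and 61.3% of the genes had the same sign at both times. For the differences between 12 h and 0 h in Canton S and in the mutant, r was 0.144 and rho was 0.24, with 58.2% of the genes at the same sign. Over the 11135 protein-coding genes among them, a selection made after the data were examined, r was 0.512 for the genotype and 0.316 for starvation.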

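The *dG9a* gene, named *G9a* in the annotation, lies on the X chromosome of dm6 from 245978 to 254650. Its expression was at 4.44 FPKM in 0 h starved Canton S and at 3.51 FPKM in 12 h starved Canton S. In *dG9a* RG5 it was at 1.17 FPKM at 0 h and at 0.985 FPKM at 12 h, a difference between the genotypes of -1.33 and -1.18 on the log2(FPKM + 1) scale. The FPKM cover the whole transcribed locus and do not separate the ORF from the untranslated regions. Of the other 9 genes of H3K9 methylation and heterochromatin with at least 1 FPKM in a library, none differed between the genotypes by 2-fold at 0 h or at 12 h. *HP1b*, which encodes a heterochromatin protein, was at 10.0 and 12.0 FPKM at 0 h in Canton S and the mutant, and *wde*, a partner of another H3K9 methyltransferase, was at 8.91 and 8.09 FPKM. Within 2 Mb of *dG9a*, and apart from *dG9a* itself, 2 of 206 genes differed between the genotypes in the same direction at both times (0.97%, Wilson 95% interval 0.27% to 3.47%). These were the long noncoding RNA *CR40469* (X chromosome, 122493 to 122706), at 248 and 214 FPKM in Canton S and at 0.473 and 0 FPKM in the mutant, and the long noncoding RNA *CR44752* (chosen after its values were seen, 385558 to 386274), at 0.205 and 0.126 FPKM in Canton S and at 2.76 and 1.54 FPKM in the mutant. Over the rest of the X chromosome the share was 2.2% of 1680 genes, and over the other chromosomes it was 3.24% of 10583 genes.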

The *dG9a* null mutant lacks the whole *dG9a* open reading frame (ORF)^16^. *dG9a* expression almost completely disappeared with almost no detectable reads mapped on the *dG9a* ORF in the *dG9a* null mutant (Fig. 1B). 

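Genes of protein digestion were lower after starvation in both genotypes. Of 29 digestive protease genes, 20 were lower at 12 h than at 0 h in Canton S and none was higher, and 15 were lower and none was higher in the *dG9a* null mutant. Their median difference was -1.74 in Canton S and -1.05 in the mutant on the log2(FPKM + 1) scale, below all 10000 random lists in both genotypes. Over the same interval, 13 gut markers that are not digestive enzymes, listed after these values were seen, had medians of -0.12 in Canton S and -0.24 in the mutant, the latter at the 0.48 percentile of its random lists. *Jon25Bi*, which encodes a serine protease of the gut, was at 283 FPKM at 0 h and 2.83 FPKM at 12 h in Canton S, and at 87.8 and 12.2 FPKM in the mutant. *Jon65Aiv*, a strongly expressed gene of the same family that was chosen after its values were seen, was at 5804 and 893 FPKM in Canton S and at 4641 and 2134 FPKM in the mutant. Several of these genes are close copies that may share reads. In Canton S, 5 of 14 genes of carbohydrate digestion were higher at 12 h and none was lower (median 0.82, above all 10000 random lists), whereas 1 of 14 was higher in the mutant (median 0.25). The α-glucosidase gene *tobi*, a target of insulin and adipokinetic hormone, was at 326 and 1474 FPKM in Canton S and at 281 and 454 FPKM in the mutant. In total, 542 genes were higher and 437 were lower at 12 h than at 0 h in Canton S, and 277 were higher and 249 were lower in the mutant. Both genotypes shared 58 of the higher and 87 of the lower genes, against 11.9 and 8.6 for independent lists. Opposite directions were also shared more often than that, by 29 genes higher in Canton S and lower in the mutant against 10.7, and by 40 genes lower in Canton S and higher in the mutant against 9.6. The change with starvation differed between the genotypes by at least 2-fold for 1243 genes, 589 with a more positive and 654 with a more negative difference between 12 h and 0 h in the mutant, whatever its size. When the libraries were parted by genotype, 310 genes had both libraries of one side at least 2-fold above both of the other. Parted by time this number was 91, and it was 44 for the remaining way to pair the libraries, which follows neither genotype nor time.

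**Figure D1:**
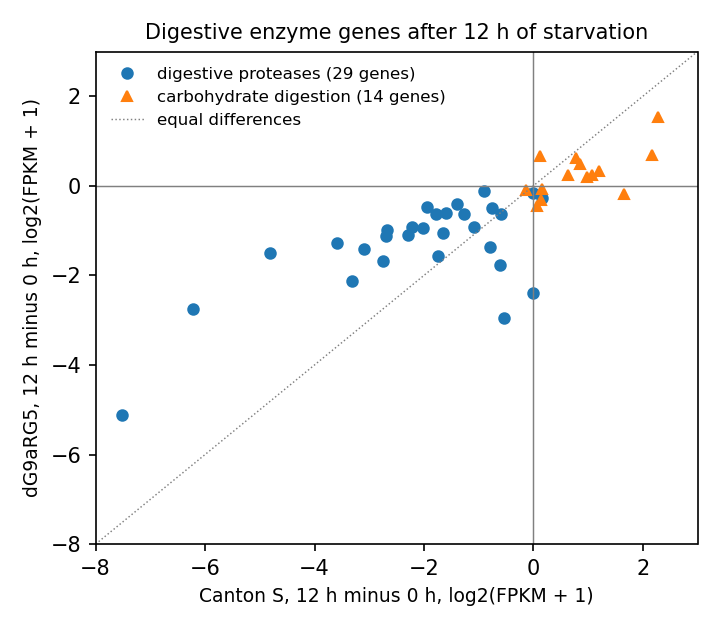
Differences between 12 h and 0 h of starvation on the log2(FPKM + 1) scale in Canton S (horizontal axis) and in *dG9a* RG5 (vertical axis), 1 library per condition. Each point is a gene, circles for the 29 digestive protease genes and triangles for the 14 genes of carbohydrate digestion, and the dotted line marks equal differences; most circles lie below 0 on both axes, with *Jon25Bii* lowest at -7.53 and -5.11.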

Among the 404 differentially expressed genes, we generated 8 clusters according to the type of expression changes and created a heatmap with two-dimensional hierarchical cluster analysis (Fig. 1C).

**Figure 1:**
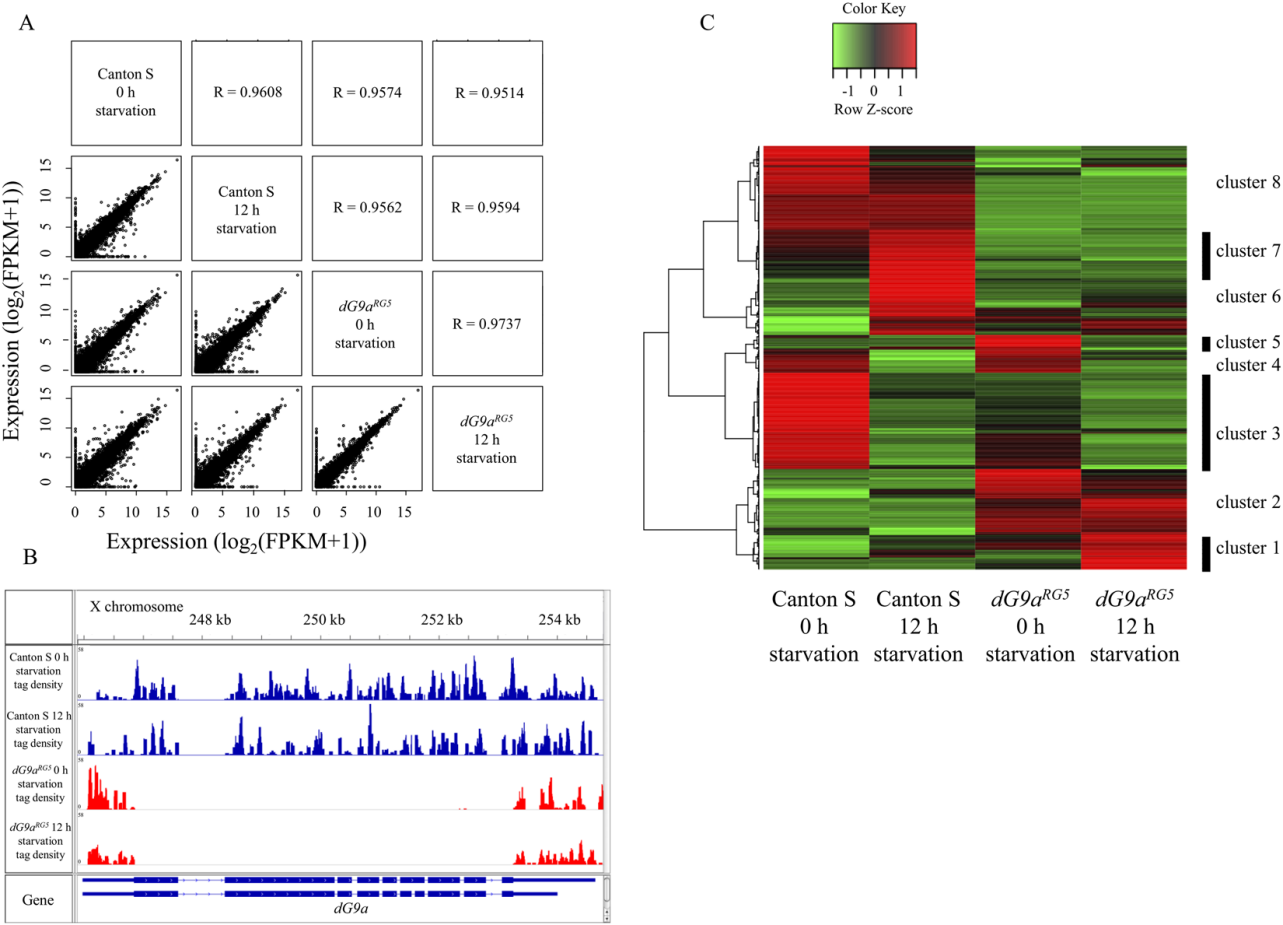
RNA-seq analyses utilizing starved *dG9a* depleted adult flies. (**A**) RNA-seq data using 0 h and 12 h starved adult flies of the *dG9a* null mutant (*dG9a* ^*RG5*^) and the wild type (Canton S). We added 1 to the FPKM value before log2 transformation to avoid a negative value and used this transformed value for the gene expression level. Horizontal axis represents the gene expression level in the group shown above the graph. Vertical axis represents the gene expression level in the group shown in the right of the graph. R value means the Pearson’s correlation coefficient between the group shown in below and in left. (**B**) RNA-seq analysis of the *dG9a* gene region. The x-axis represents genomic location on X chromosome. *dG9a* open reading frame is shown as the blue line in the ‘gene’ column. The y-axis represents tag density in Canton S (Blue) and *dG9a* ^*RG5*^ (Red) (**C**) Heatmap of differentially expressed genes. Eight clusters were generated based on the expression changes between Canton S and *dG9a* ^*RG5*^ as well as starvation conditions.

To identify biological features of differentially expressed genes, we carried out a GO analysis. The enriched biological process terms were analyzed with the Database for Annotation, Visualization and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov) tool in the context of the GO classification with biological process (BP) terms. We focused on the cluster 1, 2, 6, 7 and 8, because genes included in these clusters are differentially expressed between 12 h starved *dG9a* null mutant and 12 h starved wild type (Fig. 1C). 

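In 12 h starved flies, the protein-coding gene with the largest difference above Canton S in the *dG9a* null mutant was *CR44404*. This gene, now annotated as the protein-coding gene *IBIN* (Induced by infection), was at 288 FPKM in the mutant and was listed at 0 in Canton S. *edin*, a gene elevated during infection, was at 127 FPKM in the mutant and 2.01 FPKM in Canton S, and *CG43061* was at 63.8 and 1.16 FPKM. Higher genes also included *Cyp4e3*, which encodes a cytochrome P450, at 154 FPKM in the mutant and 13.8 FPKM in Canton S, and *to* (takeout), a gene of feeding behavior, at 1119 and 191 FPKM. The protein-coding genes furthest below Canton S included *CG6295*, which encodes a predicted lipase, at 1.00 FPKM in the mutant and 52.3 FPKM in Canton S. The cytochrome P450 genes *Cyp12a4* (3.98 and 131 FPKM) and *Cyp28a5* (1.60 and 63.0 FPKM) differed by -4.73 and -4.62 on the log2(FPKM + 1) scale, and by -4.63 and -4.77 at 0 h. Of 75 cytochrome P450 genes, 7 were lower, 2 were higher and the median difference was -0.23, below all 10000 random lists. *CG32581* was at 23.7 FPKM in 12 h starved Canton S and was listed at 0 in the mutant. Digestive protease genes had a median difference of 0.08 at 12 h, with 6 higher and 2 lower, whereas 5 of the 14 genes of carbohydrate digestion were lower and none was higher (median -0.73, below all random lists). Examples are *Mal-A7* and *Mal-A8*, which encode maltases, at 112 and 99.7 FPKM in the mutant and 354 and 299 FPKM in Canton S. The gut markers that are not digestive enzymes had a median of -0.43, with 2 lower. The noncoding *CR34335* was at 174 FPKM in the mutant and listed at 0 in Canton S. Small RNAs, whose FPKM are often listed at 0 in a library, made up 118 of the 994 genes that differed at 12 h. *edin* and *CG43061* were chosen after their values were seen.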

The all enriched BP terms with differentially expressed genes included in these clusters are shown in Table 1. 

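Antimicrobial peptide genes were higher in the *dG9a* null mutant at both times. Of 14 genes, 10 were higher and none was lower at 12 h, with a median difference of 2.504 on the log2(FPKM + 1) scale, above all 10000 random lists of the same size. At 0 h 10 were higher, none was lower and the median was 1.45. *Dpt*, which encodes Diptericin, a peptide against Gram-negative bacteria, was at 12.6 FPKM in 12 h starved Canton S and at 979 FPKM in the 12 h starved mutant, a difference of 6.17. *AttC*, an Attacin gene, was at 5.35 and 285 FPKM, and *DptB*, chosen after its values were seen, was at 22.0 and 552 FPKM. *CecA1*, a Cecropin gene chosen after its values were seen, differed less, with 246 and 343 FPKM, and *Def*, the Defensin gene, was at 14.5 and 17.4 FPKM. From 0 h to 12 h, 8 of these genes were higher and 1 was lower in the mutant, whereas in Canton S none was higher and 3 were lower (medians 1.26 and -0.36). Of 15 *Bomanin* and other immune-induced peptide genes, 7 were higher and 1 was lower at 12 h (median 0.90, above all random lists). *IM23* was at 19.7 FPKM in Canton S and 183 FPKM in the mutant, whereas *CG18107* was at 579 and 232 FPKM. Of 14 genes for pathogen recognition proteins, 3 were higher and none was lower at 12 h, with a median of -0.01. *PGRP-SB1* was at 42.9 and 240 FPKM and *PGRP-SD* at 13.7 and 66.8 FPKM. None of 20 genes of Toll and Imd signaling differed by 2-fold between the genotypes at 12 h or at 0 h (medians 0.01 and -0.01). In contrast, all 6 Turandot genes, which respond to stress and infection, were lower in the mutant at 12 h (median -1.83, below all random lists). Of these, *TotB* and *TotZ* were weakly expressed, at 2.57 and 1.03 FPKM in 12 h starved Canton S. In the 12 h starved mutant *TotB* was at 0.507 FPKM and *TotZ* was listed at 0. At 0 h 4 of the 6 Turandot genes were lower and *TotB* was higher (median -1.57, below all random lists). *TotC* was at 371 and 20.0 FPKM, and *TotA* at 519 and 118 FPKM. Members of several of these families are close copies that may share reads. The median of the antimicrobial peptide genes at 12 h was 3.66 when only the 12 genes with at least 10 FPKM in a library were kept.

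**Figure D2:**
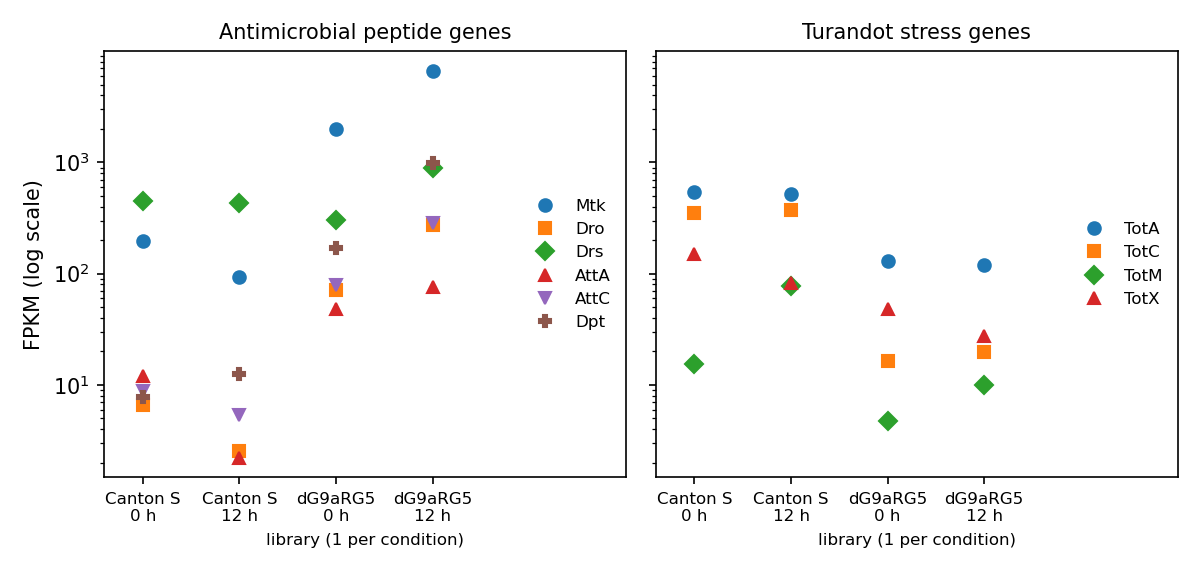
FPKM on a log scale of 6 antimicrobial peptide genes and 4 Turandot genes in each of the 4 libraries, 1 point per gene and library. *Mtk*, *Dro*, *AttA*, *AttC* and *Dpt* lie higher in both libraries of *dG9a* RG5 than in both of Canton S, and the 4 Turandot genes plotted lie lower at each time, *TotC* for example at 353 and 371 FPKM in Canton S and at 16.3 and 20.0 FPKM in *dG9a* RG5.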

The most enriched term was ‘innate immune response’ (*P* = 7.8 × 10^−13^) and the second was ‘response to bacterium’ (Table 1). These results are consistent with the previous study utilizing mouse model that revealed that G9a is recruited by the transcription factor ATF7 and regulates the expression of a group to genes involved in innate immunity in macrophages^25^.

**Table 1:** GO analysis of differentially expressed genes in starved *dG9a* ^*RG5*^.

Category	Term	P-Value	Benjamini
GOTERM_BP_DIRECT	innate immune response	7.80E-13	1.50E-10
GOTERM_BP_DIRECT	response to bacterium	6.30E-12	6.10E-10
GOTERM_BP_DIRECT	antibacterial humoral response	1.10E-09	6.80E-08
GOTERM_BP_DIRECT	defense response to Gram-positive bacterium	6.20E-07	3.00E-05
GOTERM_BP_DIRECT	cellular response to heat	2.30E-05	8.80E-04
GOTERM_BP_DIRECT	defense response	2.80E-05	9.00E-04
GOTERM_BP_DIRECT	defense response to bacterium	2.20E-04	5.90E-03
GOTERM_BP_DIRECT	response to heat	4.90E-04	1.20E-02
GOTERM_BP_DIRECT	multicellular organism reproduction	9.50E-04	2.00E-02
GOTERM_BP_DIRECT	cellular response to UV	2.80E-03	5.20E-02
GOTERM_BP_DIRECT	humoral immune response	3.10E-03	5.20E-02
GOTERM_BP_DIRECT	oxidation-reduction process	3.30E-03	5.20E-02
GOTERM_BP_DIRECT	response to oxidative stress	4.60E-03	6.60E-02
GOTERM_BP_DIRECT	proteolysis	5.00E-03	6.70E-02
GOTERM_BP_DIRECT	defense response to Gram-negative bacterium	5.30E-03	6.50E-02
GOTERM_BP_DIRECT	carbohydrate metabolic process	8.70E-03	9.90E-02
GOTERM_BP_DIRECT	response to UV	1.30E-02	1.40E-01
GOTERM_BP_DIRECT	nitrogen compound metabolic process	1.50E-02	1.50E-01
GOTERM_BP_DIRECT	defense response to fungus	2.00E-02	1.80E-01
GOTERM_BP_DIRECT	cellular response to unfolded protein	3.50E-02	2.90E-01
GOTERM_BP_DIRECT	defense response to protozoan	3.50E-02	2.90E-01
GOTERM_BP_DIRECT	hexose metabolic process	5.80E-02	4.20E-01
GOTERM_BP_DIRECT	wing disc development	8.80E-02	5.50E-01
GOTERM_BP_DIRECT	sensory perception of chemical stimulus	9.70E-02	5.70E-01

### *dG9a* null mutant shows the increased expression of gustatory receptor genes under starvation conditions

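*Obp56a*, *Obp56e* and *Obp56f* lie together on chromosome 2R and encode odorant binding proteins. Many proteins of this family carry odorants and tastants in the fluid of sensilla, but FPKM of whole flies do not show where a gene is expressed. *Obp56a* (19697723 to 19698508) was at 47.5 FPKM in 12 h starved Canton S and at 169 FPKM in the 12 h starved *dG9a* null mutant, a difference of 1.81 on the log2(FPKM + 1) scale. At 0 h it was at 42.5 and 186 FPKM, a difference of 2.11. *Obp56e* (19712345 to 19712932) was at 39.3 and 117 FPKM at 12 h, and at 41.3 and 62.2 FPKM at 0 h, where the difference of 0.58 was below 2-fold. *Obp56f* (19713395 to 19713976) was lower in the mutant, with 172 and 26.2 FPKM at 12 h and 162 and 31.6 FPKM at 0 h. *Obp46a*, also on 2R (10311172 to 10312023), was weakly expressed, with 1.58 FPKM in 12 h starved Canton S and 0.0532 FPKM in the 12 h starved mutant, and 1.45 FPKM and listed at 0 in the 0 h starved flies. *Obp56b* (19698714 to 19699346) was listed at 0 in both Canton S libraries and was at 2.42 FPKM in the 0 h and 0.241 FPKM in the 12 h starved mutant. *Gr93d*, a gustatory receptor gene on 3R (21845454 to 21846659), was at 7.29 and 5.45 FPKM in 0 h and 12 h starved Canton S, and at 0.0196 FPKM and listed at 0 in the mutant. With 0.1 FPKM added in place of 1, the difference at 12 h was -3.45 in place of -1.29 for *Obp46a* and -5.80 in place of -2.69 for *Gr93d*, and 1.77 in place of 0.31 for *Obp56b*. The last values depend on the value added, since *Gr93d* and *Obp56b* are listed at 0 in a compared library.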

Our GO analyses detected the term ‘sensory perception of chemical stimulus’ (*P* = 9.7 × 10^−2^). *dG9a* depletion significantly changed the expression of several *Odorant binding proteins* (*Obps*) and *Gustatory receptors* (*Grs*) under starved conditions. The RNA-seq results of these genes, *Gr93d*, *Obp46a*, *Obp56a*, *Obp56b*, *Obp56e* and *Obp56f*, as well as other *Obps* and *Grs* are summarized in Table S1. We confirmed that the expression of *Obp56a*, *Obp56e*, *Obp56f* and *Gr93d* is significantly changed by *dG9a* depletion by the reverse transcription–quantitative PCR (RT-qPCR) analyses (Fig. S2). A number of *Drosophila* OBPs are expressed both in gustatory sensilla and olfactory sensilla^26^. Furthermore, some OBPs have been reported to be required for taste sensitivity^27–29^. Although the detailed functions of most of the differentially expressed *Obp* and *Gr* genes have not been clarified yet, we considered that *dG9a* might be responsible for regulating the expression of genes relating to gustatory senses. To address this point, we performed RT-qPCR analyses to examine the expression levels of the 8 gustatory receptor genes, that are well known to be required for the sense of sweet taste^30^, in 4 time points after starvation (0, 6, 12, 24 h). Among these genes, *Gr64b* and *Gr64c* are translated from the same transcript according to Flybase (http://Flybase.org). 

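Across the family of odorant binding protein genes, 3 of 40 with at least 1 FPKM in a library were higher and 5 were lower in the *dG9a* null mutant at 12 h, and 5 were higher and 4 were lower at 0 h. The median difference was -0.22 at 12 h, at the 0.26 percentile of the random lists, and 0.07 at 0 h. Besides the genes named by the paper, *Obp56c* was higher at 12 h, with 0.182 FPKM in Canton S and 2.09 FPKM in the mutant, and *Obp99d* was lower, with 8.34 and 1.78 FPKM. Chosen after their values were seen, *Obp56d* (967 and 1028 FPKM) and *Obp19d* (973 and 997 FPKM) are examples of *Obps* with high and similar expression at 12 h. *Obp56g*, the *Obp* with the highest FPKM, was at 5315 FPKM in 0 h starved Canton S and at 2386 FPKM in the 0 h starved mutant, and at 3778 and 2284 FPKM at 12 h, where the difference of -0.73 was below 2-fold. Of 52 rows naming a single gustatory receptor gene, 12 reached 1 FPKM in a library. Among these, 1 was higher and 4 were lower in the mutant at 12 h, and 2 were lower and none was higher at 0 h. *Gr98a* was at 8.89 FPKM in 12 h starved Canton S and at 1.18 FPKM in the 12 h starved mutant, and *Gr8a* was at 0.0258 and 1.23 FPKM. *Gr43a*, the internal fructose receptor gene, was at 1.61 and 2.70 FPKM. Receptor genes are expressed in few cells of a whole fly, and at such FPKM small differences were not measured with known precision. The 162 rows of Table S1 that match a single row by name hold the FPKM used here. From the *Obp* and *Gr* genes that differed, and from reports that some odorant binding proteins act in taste, the paper proposes a possible role of *dG9a* in the expression of genes of gustatory senses. It also states that the functions of most of these genes are not yet clear.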

*Gr64d* and *Gr64e* are also translated from the same transcript.

The RT-qPCR analyses indicated that *dG9a* depletion significantly up-regulated the expression of *Gr64a*, *Gr64b/Gr64c* and *Gr64d/Gr64e* under starvation conditions as well as fed conditions (*P* < 0.05), while it showed little effects on the expression of *Gr5a*, *Gr61a* and *Gr64f* (Fig. 2). *Gr5a* is reported to be necessary for sensing trehalose^31–33^. *Gr61a* is functional for sensing trehalose and glucose^34^. *Gr64f* is required for sugar detection in combination with other gustatory receptors^35^. *Gr64a-e* are also reported to sense sugar taste, especially *Gr64a* plays a critical role in sensing sucrose, maltose and glucose^35^. These results indicate that *dG9a* is responsible for suppressing the expression levels of the genes encoding gustatory receptors for sensing sweet taste. Although dG9a modifies the expression of a wide variety of genes through its epigenetic regulation as shown in RNA-seq analyses, the results of our RT-qPCR analyses led us to further examine the relationship between dG9a and the sense of taste under starvation conditions in the present study.

**Figure 2:**
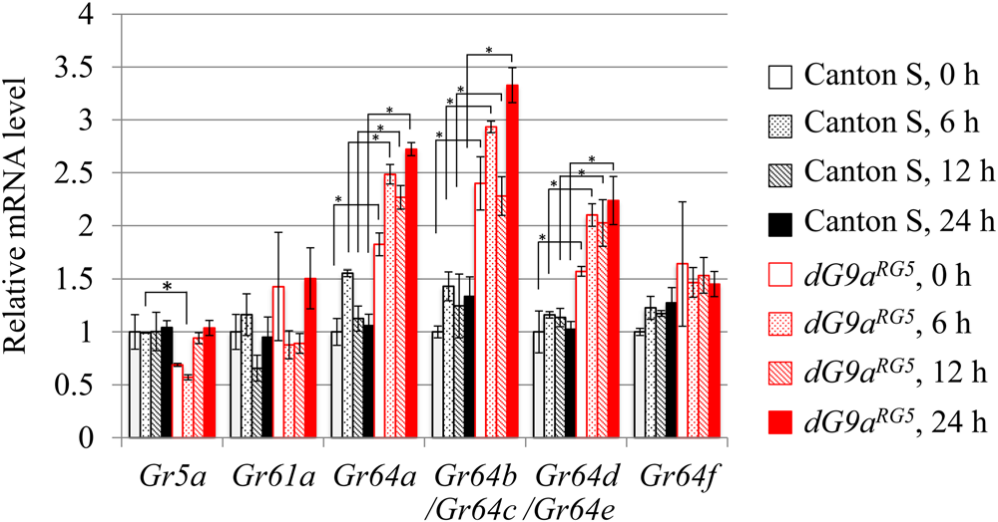
dG9a regulates the expression of gustatory receptor genes. Quantification of mRNA levels by RT-qPCR analyses of *Gr5a*, *Gr61a*, *Gr64a*, *Gr64b/c*, *Gr64d/e* and *Gr64f* in Canton S and *dG9a* ^*RG5*^ adult flies after 0 h, 6 h, 12 h and 24 h starvation. According to Flybase (http://Flybase.org), Gr64b and Gr64c are translated from the same transcript shown as *Gr64b*/*Gr64c*. Gr64d and Gr64e are also translated from the same transcript shown as *Gr64d/Gr64e*. Results were normalized to *β-tubulin* and are displayed as relative values for that of 0 h starved Canton S. n = 3. Error bars represent standard errors. *There is significant difference between Canton S and *dG9a* ^*RG5*^ in each time point evaluated by unpaired two-tailed Student t-tests. *P < 0.05. There was also significant difference in *Gr64a*, *Gr64b/c*, *Gr64d/e* between Canton S and *dG9a* ^*RG5*^ when a two-way factorial analysis of variance was applied (*P* < 0.05).

### *dG9a* null mutant shows increased sensitivity to sucrose under starvation conditions

We then examined the sensitivity to sweet tastes in starved wild type and *dG9a* null mutant by proboscis extension reflex (PER) tests (Fig. 3A), one of the widely used behavioral assays for evaluating gustatory sensitivity in insects including *Drosophila* ^23,36^. When an attractive substance like sugar contacts to the chemosensilla, the fly extends its proboscis to feed it. Therefore, the taste sensitivity to specific substances can be evaluated by measuring the threshold changes of PER responses^23,36^. The *Gr64a* has been reported to be required for the detection of sugars including sucrose^35,37^, therefore we first examined PER responses to sucrose. The threshold of PER responses to sucrose of 24 h starved wild type flies (threshold: 0.13 ± 0.023 M (average ± standard error)) was significantly decreased compared to that of 8 h starved wild type flies (threshold: 0.25 ± 0.035 M) (*P* < 0.05). Such up-regulation of the sensitivity in the wild type (Canton S) under starvation was previously observed^38^. We also performed PER tests with *dG9a* null mutant at the same time. *dG9a* null mutant showed no significant difference in the threshold level of PER responses to sucrose in 8 h starvation conditions (threshold: 0.29 ± 0.023 M) in compared to the wild type (*P* > 0.05). However, *dG9a* depletion significantly increased the sensitivity in 24 h starved conditions (threshold: 0.047 ± 0.012 M) (*P* < 0.05). The sensitivity is not further increased after 24 h starvation in the wild type because the threshold of 48 h starved wild type (threshold: 0.17 ± 0.044 M) is not significantly changed in compared with that of 24 h starved wild type (*P* > 0.05), indicating that the increase of the sucrose sensitivity in *dG9a* null mutant is not due to the acceleration of starvation conditions. These results indicate that *dG9a* depletion increases the sucrose sensitivity in response to starvation.

**Figure 3:**
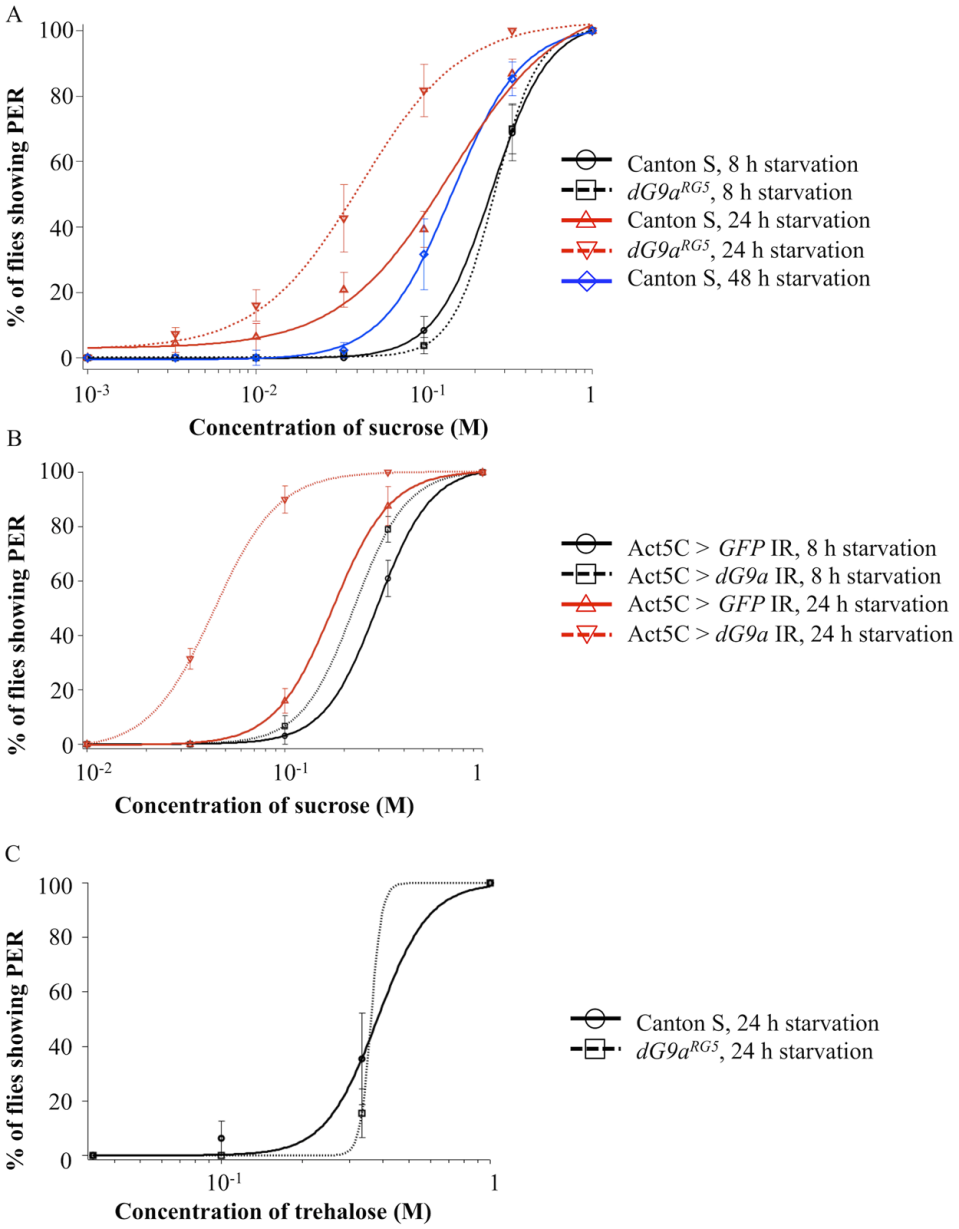
*dG9a* depletion increases the taste sensitivity to sucrose under starvation. (**A**) Sucrose concentration-PER curves in Canton S and the *dG9a* ^*RG5*^ under different starvation conditions (n = 5). (**B**) Sucrose concentration-PER curves in the *dG9a* knockdown fly (+; *GAL4* ^*Act5C*.*PI*^/*UAS-dG9a IR*;+) and control fly (+; *GAL4* ^*Act5C*.*PI*^/*GFP* ^*dsRNA*. *R*. *Scer/UAS*^;+) under different starvation conditions (n = 5). The *UAS-dG9a IR* strain was created previously (strain number 79)^17^. (**C**) Trehalose concentration-PER curves in the wild type and the *dG9a* null mutant under 24 h starvation conditions (n = 4). These sucrose concentration-PER curves are created by fitting the average of the results in each time point to Hill equation using Igor pro software (WaveMetrics). Error bars represent standard errors.

We further confirmed these results with *dG9a* knockdown flies of whole bodies (Act5C > *dG9a* IR) (Fig. 3B). The threshold of PER responses to sucrose in 24 h starved Act5C > *dG9a* IR flies (threshold: 0.044 ± 0.0036 M) was significantly decreased in compared with that in the control flies (Act5C > *GFP* IR) (threshold: 0.157 ± 0.029 M) (*P* < 0.05), while there was no decrease under 8 h starved conditions (Act5C > *GFP* IR threshold: 0.30 ± 0.031 M, Act5C > *dG9a* IR: 0.24 ± 0.040 M) (*P* > 0.05). These data confirmed that the increase of the sucrose sensitivity in *dG9a* null mutant under 24 h starvation conditions shown in Fig. 3A is not due to the possible background mutation of the *dG9a* null mutant.

It is noted that disruption of *Gr5a* decreases the sensitivity to trehalose^31–33^. *dG9a* null mutant showed no significant difference in the threshold level of PER responses to trehalose in 24 h starvation conditions (threshold: 0.46 ± 0.068 M) in compared to the wild type (threshold: 0.36 ± 0.084 M) (*P* > 0.05) (Fig. 3C). This is consistent with the results that *dG9a* depletion has little effects on regulating the expression of *Gr5a* (Fig. 2).

### *dG9a* null mutant exhibits the hyperactivity under starvation conditions

The PER tests suggest that *dG9a* depletion promotes the taste sensitivity to sucrose in response to starvation conditions. Starved flies also promote their locomotion activity to increase the possibility that they can find desirable food^21,22^. Therefore, we next examined whether dG9a regulates the locomotion activity under starvation conditions or not. The locomotion activity was measured by the frequency that flies cross the infrared beam in the midpoint of the tubes of the *Drosophila* Activity Monitoring (DAM) system (Trikinetics) as described previously^39^.

We examined the locomotion activity of the wild type and *dG9a* null mutant under starvation conditions (Fig. 4A) and that with feeding 1 M sucrose solution as a control experiment (Fig. 4B). Interestingly the hyperactivity was observed with *dG9a* null mutant remarkably during the 2nd light/dark cycle under starvation conditions, whereas such hyperactivity was not occurred in the case with feeding 1 M sucrose solution (Fig. 4A,B). Since the *dG9a* null mutant starts to die after 30 h starvation^20^, we compared the total beam crossing during 30 h after the start point (Fig. 4C). The total beam crossing under starvation conditions in the *dG9a* null mutant exhibited 27% increase in compared with that in the wild type (Fig. 4C). Remarkably, the total beam crossing under starvation conditions in the *dG9a* null mutant exhibited 45% increase compared with that in the wild type during the 2nd light/dark cycle (Fig. 4D). These results indicate that *dG9a* is responsible for suppressing the locomotion activity under starvation and that this suppression is disrupted in the *dG9a* null mutant. Taken together with the results of PER tests (Fig. 3), we suggest that dG9a is functional for the suppression of both sucrose sensitivity and locomotion activity, which may result in longevity under starvation through saving energy. Consistent with our hypothesis, the expression of *dG9a* in adult whole body decreases gradually under starvation in wild type flies (Fig. 4D). The mechanisms of the starvation-induced regulation of locomotion activity and sucrose sensitivity may be too complex to be explained solely by *dG9a* expression in wild type flies, as starvation conditions may change a wide variety of genes. However, our results indicate the possibility that the hyperactivity and higher sucrose sensitivity observed in starved wild type flies occur by the lack of *dG9a*, as observed in the starved *dG9a* ^*RG5*^ mutant.

**Figure 4:**
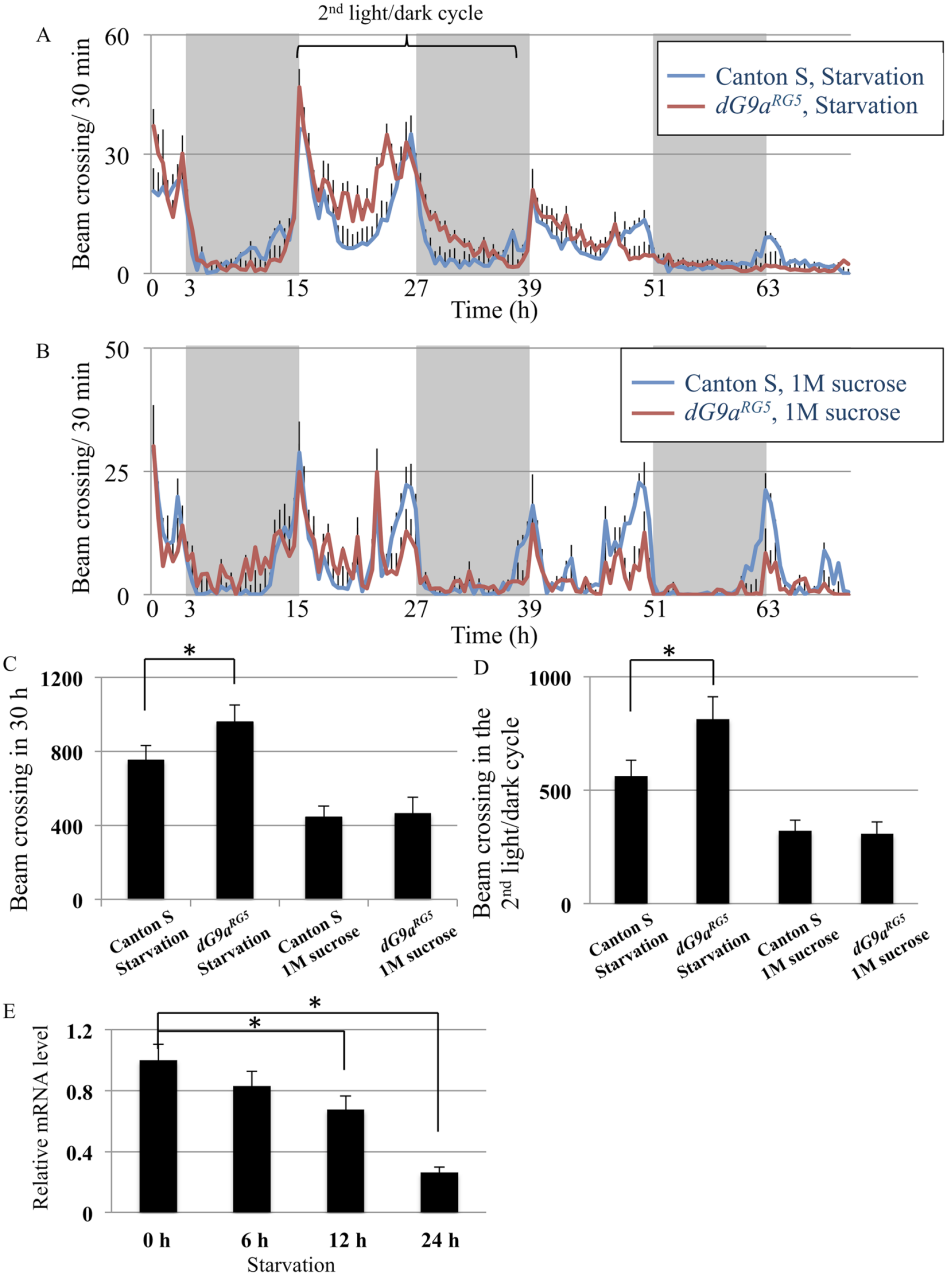
*dG9a* depletion increases the locomotion activity under starvation. (**A**) The beam crossing activity of Canton S and the *dG9a* ^*RG5*^ under starvation conditions. Gray and white background in the graph represents 12 h dark periods and 12 h light periods, respectively. (**B**) The beam crossing activity of Canton S and *dG9a* ^*RG5*^ in the presence of 1 M sucrose. (**C**,**D**) Averaged total crossing in 30 h after start point (**C**) and during 2^nd^ light/dark cycle (**D**). 0 h starved Canton S: n = 31. 0 h starved *dG9a* ^*RG5*^: n = 29. Canton S on 1 M sucrose: n = 24. *dG9a* ^*RG5*^ on 1 M sucrose: n = 20. *P < 0.05. (**E**) Quantification of mRNA levels by RT-qPCR analyses of *dG9a* in wild type adult flies after 0 h, 6 h, 12 h and 24 h starvation. Results were normalized to *β-tubulin* and are displayed as relative values for that of 0 h starvation (n = 3). Error bars represent standard errors. *P < 0.05.

### *dG9a* depletion decreases the expression of *insulin-like peptides* under starvation conditions

The starvation-induced hyperactivity is caused by activating the octopaminergic neurons in *Drosophila melanogaster* ^24,38^. It also has been reported that the starvation-induced hyperactivity can be suppressed by Insulin-like peptides (Ilps) in *Drosophila* ^24^. Hence, we examined whether dG9a plays a role in regulating the expression of genes involved in these signals. Among the 7 *Ilp* genes (*Ilp1-7*) existing in the *Drosophila* genome, *Ilp2*, *3* and 5 are reported to be expressed in insulin producing cells during adult stage and the expression of these *Ilp*s decreases in response to starvation^40–42^. Interestingly, our RT-qPCR analyses showed that the *dG9a* depletion significantly reduced the expression levels of *Ilp*2 and *Ilp3* throughout the starvation, whereas it exerted no effect on the expression level of *Insulin-like receptor* (*InR*) and *Ilp5* (Fig. 5A–D). The hyperactivity was not induced in *dG9a* null mutant compared to wild type in fed conditions (Fig. 4B), although the expression levels of *Ilp2* and *Ilp3* were significantly reduced by *dG9a* depletion (Fig. 5C,D). Consistent with these observations, other studies reported that suppression of *Ilps* increases the locomotion activity under starvation conditions, but not under fed conditions^24^. There results suggest that *dG9a* is responsible for suppressing the locomotion activity under starvation stress by up-regulating the expression levels of *Ilp*s.

**Figure 5:**
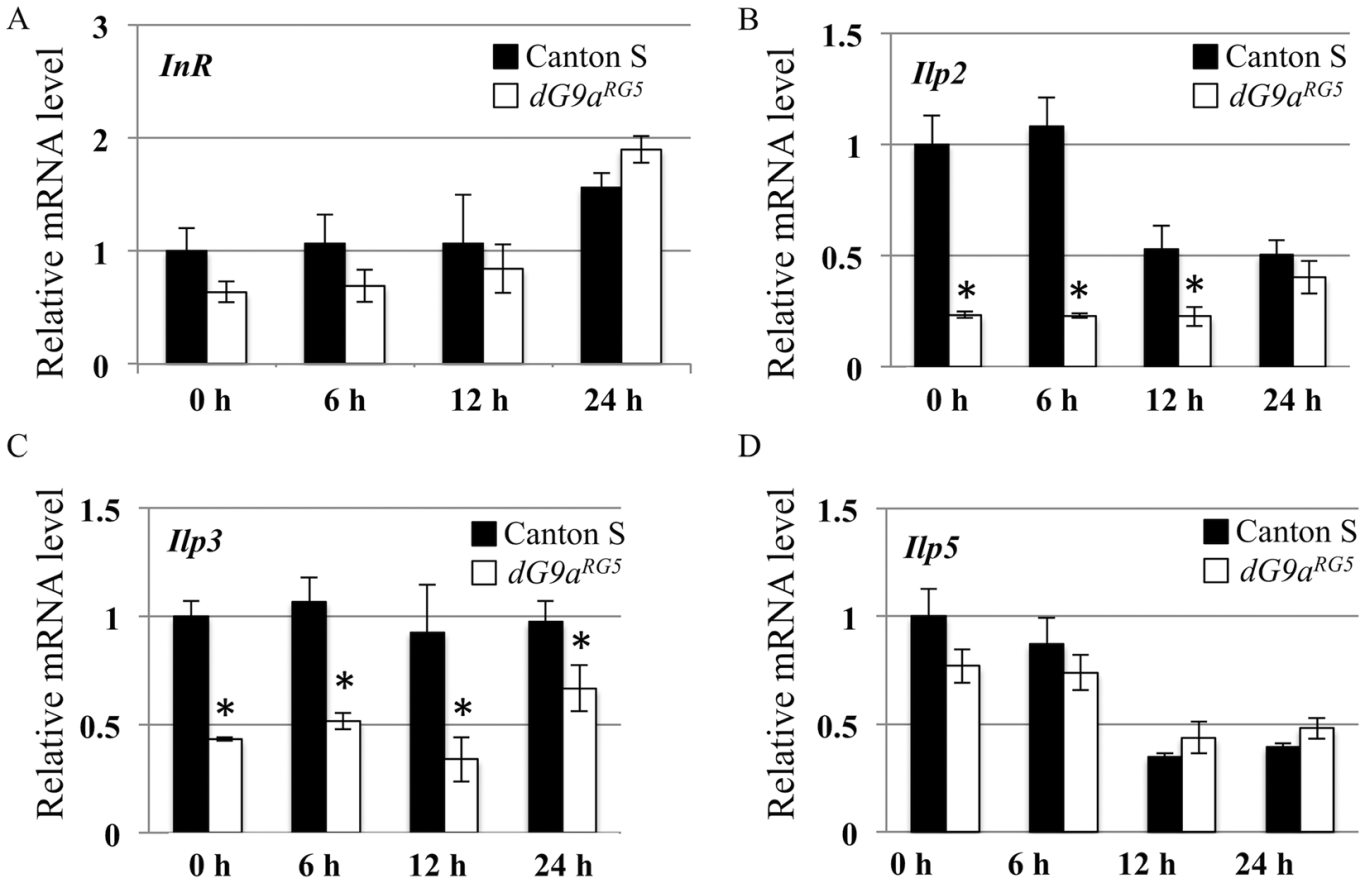
*dG9a* regulates the expression of *Ilp* genes. Quantification of mRNA levels by RT-qPCR analyses of *InR*. (**A**), *Ilp2* (**B**), *Ilp3* (**C**) and *Ilp5* (**D**) in Canton S and *dG9a* ^*RG5*^ adult flies after 0 h, 6 h, 12 h and 24 h starvation. Results were normalized to *β-tubulin* or *Gapdh1* and are displayed as relative values for that of 0 h starved Canton S (n = 3). Error bars represent standard errors. *P < 0.05.

We found that *dG9a* regulates the expression of *Ilp* genes as well as *Gr64* genes (Figs 2 and 5). To examine whether *dG9a* regulates the expression of these genes directly or not, we performed Chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR) assay with 0 h and 24 h starved flies. By this assay, we could not detect the dG9a binding to the genomic regions containing the promoters of *Ilp2*, *Ilp3*, *Ilp5*, *Gr64a* and *Gr64b/c* (Fig. S3), suggesting that dG9a regulates the expression of these genes rather indirectly at these time points. However, by the ChIP-qPCR assay, we cannot exclude the possibility that *dG9a* interacts only transiently with the target chromatin loci. Further detailed analyses will be required to reveal the mechanism how dG9a regulates the expression of these genes.

### Refeeding after fasting restores the hyperactivity and increased sensitivity to sucrose as well as *dG9a* expression

We observed that starvation conditions induce hyperactivity (Fig. 4C) and increased sensitivity to sucrose (Fig. 3A) as well as decreased *dG9a* mRNA level (Fig. 4D). Next, we examined whether refeeding after starvation conditions restores these changes or not. Firstly, we examined the locomotion activity of the wild type under 24 h starvation followed by refeeding of 1 M sucrose (Fig. 6A). The total beam crossing during 24 h starvation conditions exhibited 70% increase in compared with that in 1 M sucrose fed conditions (Fig. 6B). The total beam crossing during 24 h refeeding after 24 h starvation conditions exhibited 49% decrease in compared with that in 24 h starvation conditions (Fig. 6B). Secondly, we examined the sensitivity to sucrose by PER tests. The threshold of PER responses of wild type flies under 24 h starvation conditions followed by 24 h refeeding of 1 M sucrose (threshold: 0.31 ± 0.018 M) was significantly increased compared to that of 24 h starved wild type flies (threshold: 0.11 ± 0.014 M) (*P* < 0.05) (Fig. 6C). There was no significant difference between PER thresholds of refed flies and that of 0 h starved flies (threshold: 0.34 ± 0.010 M) (*P* = 0.13) (Fig. 6C). Finally, we examined the mRNA level of *dG9a* by RT-qPCR. Remarkably, 24 h refeeding rescued the reduced mRNA level of 24 h starved flies to the similar level to that of 0 h starved flies (*P* = 0.31 between 0 h starved flies and refed flies) (Fig. 6D). These results indicate that refeeding after fasting restores the hyperactivity and increased sensitivity to sucrose as well as *dG9a* expression. Moreover, these results support the idea that the hyperactivity and higher sucrose sensitivity observed in starved wild type flies are dependent on the expression level of *dG9a* and that the regulation of behaviors by dG9a is highly responsive to the surrounding nutrient conditions.

**Figure 6:**
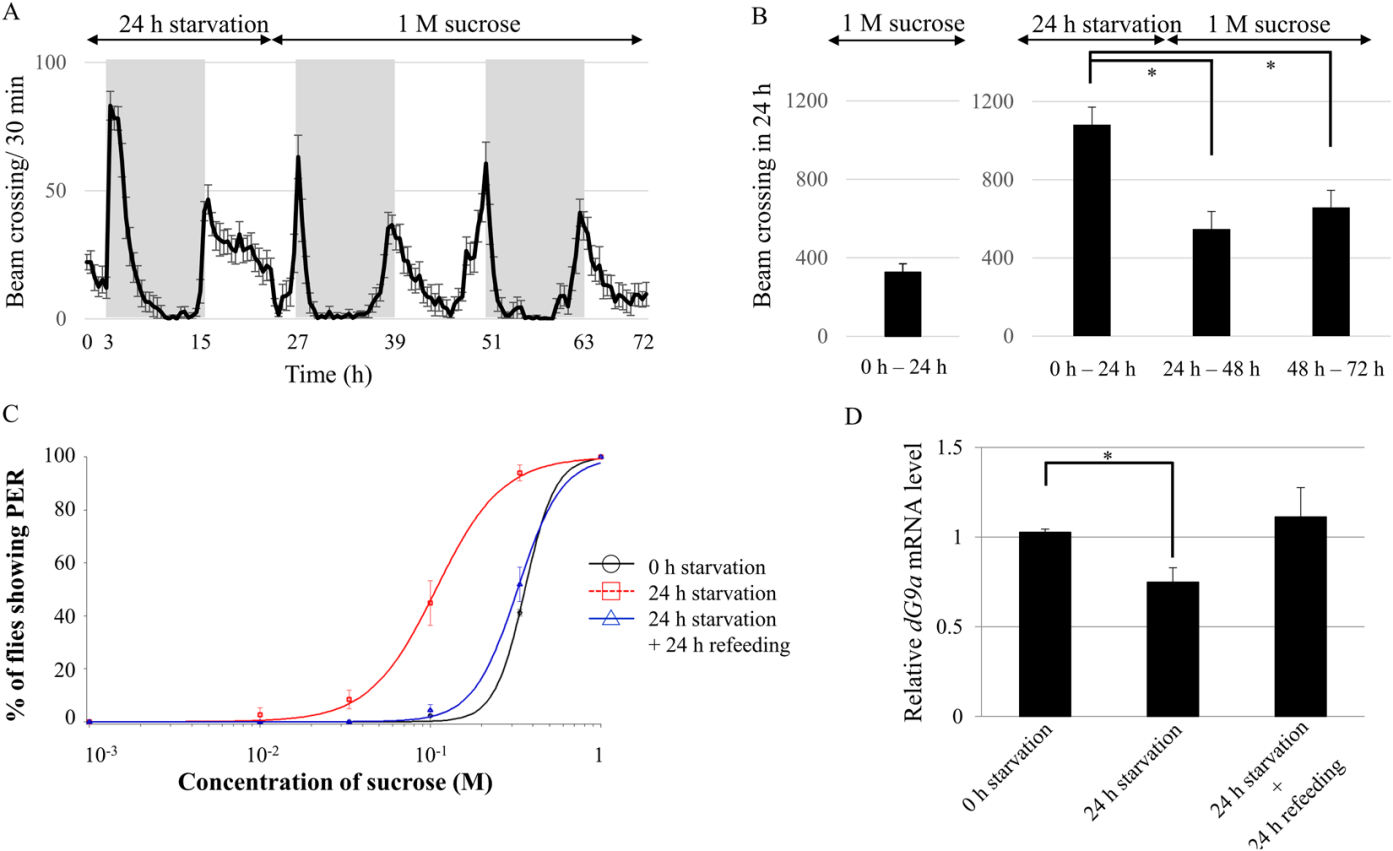
Refeeding after fasting restores the hyperactivity and increased sensitivity to sucrose as well as *dG9a* expression. (**A**) The beam crossing activity of Canton S under 24 h starvation conditions followed by 1 M sucrose refeeding. Gray and white background in the graph represents 12 h dark periods and 12 h light periods, respectively. (**B**) (left) Averaged total crossing in 24 h under 1 M sucrose feeding conditions. n = 24. (right) Averaged total crossing in 24 h under starvation conditions and refed conditions calculated from the data shown in Fig. 6A. n = 17. *P < 0.05. (**C**) Sucrose concentration-PER curves in Canton S under different starvation conditions and refed conditions (n = 3). (**D**) Quantification of mRNA levels by RT-qPCR analyses of *dG9a* in wild type adult flies after 0 h, 24 h starvation and after 24 h starvation followed by 24 h 1 M sucrose refeeding. Results were normalized to *β-tubulin* and are displayed as relative values for that of 0 h starvation (n = 3). Error bars represent standard errors. *P < 0.05.

## Discussion

In the present study, we found that *dG9a* depletion increases the sucrose sensitivity in response to starvation conditions. We also found that dG9a regulates the locomotion activity under starvation conditions by controlling the expression of *Ilp* genes.

Prior to this study, we found that *dG9a* null mutant flies are sensitive to starvation and explored the underlying mechanism. dG9a is functional for saving energy through recycling cellular components by regulating the expression of genes required for autophagy^20^. In addition to this process, we here further found that dG9a functions as a suppressor of starvation-induced hyperactivity. This is also preferable for saving energy under starvation conditions. In nature, animals are exposed to starvation frequently, however, foraging require the costs of food-seeking energy as well as the threats from predation and environmental changes along with their migration^43–45^. Therefore, this foraging strategy requires assumption that the nutrient-poor conditions do not last long. Moreover, the strategy appears to be not effective under the conditions that there is no food available near them. Another way to survive under starvation is saving energy without moving like the hibernation associated with seasonal fluctuations of food availability, which can be observed in a wide range of animals including *Drosophila* ^46,47^. Our data indicated that dG9a suppresses the starvation-induced hyperactivity and that wild type flies exhibit the hyperactivity along with reduction of *dG9a* expression (Fig. 4). These data suggest that the wild type flies save energy without moving at the early phase of starvation and they become active to seek foods with risks along with the reduction of *dG9a* expression at the late phase of starvation. Therefore, our data suggest that dG9a functions as a key regulator for flies to decide these strategies depending on the time course of starvation and has an adaptive advantage to survive starvation conditions.

We performed RNA-seq analyses to identify which genes are regulated by dG9a under starvation stress (Fig. 1). Our GO analyses indicated that the most enriched term was ‘innate immune response’ and the second was ‘response to bacterium’ (Table 1), which suggests that there is strong relationship between dG9a and innate immune responses. In *Drosophila*, starved conditions and the following disruption of insulin signaling induce the expression of 4 antimicrobial peptides (AMPs), *Metchnikowin* (*Mtk*), *Drosocin* (*Dro*), *Drosomycin* (*Drs*) and *Attacin-A* (*AttA*)^48^. 

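All 4 of *Mtk*, *Dro*, *Drs* and *AttA* were higher by at least 2-fold in the 12 h starved *dG9a* null mutant than in 12 h starved Canton S. *Mtk* (chromosome 2R, 15408846 to 15409113), which encodes an antifungal and antibacterial peptide, was at 94.1 FPKM in 12 h starved Canton S and 6653 FPKM in the 12 h starved mutant, a difference of 6.13 on the log2(FPKM + 1) scale. At 0 h it was at 197 FPKM in Canton S and 1998 FPKM in the mutant (3.33). *Dro* (2R, 14745961 to 14746714) was at 2.56 and 274 FPKM at 12 h (6.27), and at 6.65 and 70.6 FPKM at 0 h (3.23). Its neighbor *AttA* (2R, 14747362 to 14748215), which may share reads with the similar gene *AttB*, was at 2.21 and 76.5 FPKM at 12 h (4.59), and at 12.1 and 48.6 FPKM at 0 h (1.92). *AttB*, chosen after its values were seen, was at 6.44 and 48.5 FPKM at 12 h. *Drs* (3L, 3369556 to 3369942), the gene of an antifungal peptide, was at 428 and 885 FPKM at 12 h (1.05), close to the 2-fold threshold, and at 451 and 303 FPKM at 0 h (-0.57). Between 0 h and 12 h, *Drs* was higher by 1.54 in the mutant and differed by -0.08 in Canton S. In Canton S, *Mtk*, *Dro* and *AttA* differed between 12 h and 0 h by -1.06, -1.10 and -2.03.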

Our RNA-seq analyses detected the significant increase in the expression of all of these 4 antimicrobial genes under 12 h starved *dG9a* null mutant (Table S1). We examined the expression of these representative antibacterial genes by RT-qPCR using Canton S and *dG9a* ^*RG5*^ kept under same conditions. The expression of 3 representative genes, *Mtk*, *Dro* and *Drs*, showed similar expression pattern to that observed in the results of RNA-seq analyses (Fig. S4). These results indicate that the expression pattern of antibacterial genes was not due to accidental infection of one set of the flies, but truly due to *dG9a* mutation. These observations suggest a link between activation of innate immune system and starvation. Previous reports suggested that the induction of AMPs may help maintaining and enhancing the defense activity in particular when organisms are exposed to poor conditions like starvation^48^. Our data indicates the possibility that *dG9a* null mutant acquires the excess defense activity to bacterial infection under starvation conditions.

We revealed that the *dG9a* depletion increases taste sensitivity to sucrose under 24 h starved conditions (Fig. 3). Our RT-qPCR results indicated that *dG9a* depletion significantly increased the expression levels of genes encoding gustatory receptors for sensing sugar taste under 24 h starved conditions (Fig. 2). These results suggest that the sucrose sensitivity under 24 h starved conditions is dependent on the expression levels of gustatory receptor genes regulated by dG9a. However, the *dG9a* depletion does not increase sucrose sensitivity under earlier (8 h) starved conditions (Fig. 3), although we detected the significant increases in gustatory receptor genes under 0 h and 6 h starved *dG9a* null mutant (Fig. 2). Moreover, none of these genes in wild type flies are up-regulated under 12 h and 24 h starvation conditions in compared to non-starved conditions (Fig. 2). These results suggest that the starvation-induced increase of the sucrose sensitivity in wild type flies as well as increase of the sucrose sensitivity under non-starved conditions are dependent on underlying mechanisms other than expression changes of gustatory receptor genes, including the alterations of translation levels of *Gr* mRNAs, localization of *Gr* mRNA/proteins and the responses of higher order gustatory circuits in the brain like the feeding behavior control by neuropeptides like dRYamides^49–51^. Further analyses are required to clarify these mechanisms.

## Materials and Methods

### Fly stocks

Fly stocks were cultured at 25 °C on standard food. Canton S was used as the wild-type strain. The *dG9a* ^*RG5*^ flies were kindly provided by Dr. P. Spierer and used as the *dG9a* null mutant^52^. The *dG9a* ^*RG5*^ flies show no defects in viability compared to Canton S in 1st instar larvae, pupae and adult stages^52^. The *dG9a* ^*RG5*^ flies were back-crossed 10 times with Canton S to adjust the genetic background to Canton S. These backcrossed flies showed decreased viability under starvation conditions with similar extent of those with heterozygous mutant (*dG9a* ^*RG5*^ */dG9a* ^*del34*^) and Fat-body specific knockdown of *dG9a* by RNAi^20^. The *UAS-FLAG-IR dG9a* (strain #79) fly stock was produced previously^17^ and used as the *dG9a IR* flies in this paper. The y^*1*^ *w* ^*^; *GAL4* ^*Act5C*.*PI*^ */CyO* flies were used as the *Act5C-GAL4* flies. The *w* ^*111*^; *GFP* ^*dsRNA*. *R*. *Scer/UAS*^ flies were used as the *GFP IR* flies. All other stocks used in this study were obtained from the *Drosophila* Genomics and Genetic Resources, Bloomington *Drosophila* Stock Center and Vienna *Drosophila* RNAi Center.

### Life span assay

In the life span assay, newly merged adult flies were placed into vials on standard food at 25 °C. Every 3 days, they were transferred to new vials containing fresh standard food and the number of living flies was monitored until all had died. All assays were performed under non-crowded conditions (<20 flies per vial) and the results from 5 independent assays were combined. Graphs were generated with the Kaplan-Meier method by GraphPad Prism 6 software. Significance was calculated with Log-rank tests using GraphPad Prism 6 software.

### RNA-seq analysis

Five days old adult flies were placed into vials including a piece of paper soaked with 1.0 mL PBS under non-crowded conditions (20 flies per vial) and were collected after 0 h and 12 h with each fly line. Thus, we made 4 groups; 0 h starved Canton S, 12 h starved Canton S, 0 h starved *dG9a* ^*RG5*^ and 12 h starved *dG9a* ^*RG5*^. RNAs were isolated using Trizol^®^ reagent (Invitrogen) from 10 flies. The extraction procedures were repeated twice and samples were combined in each group for the analysis. Isolated RNAs were used for comparison with Illumina mRNA-seq libraries using a TruSeq Stranded mRNA Sample Prep Kits (Illumina) according to the manufacturer’s instructions. The obtained libraries were subjected to sequencing on a HiSeq. 1500 system (Illumina) for 51 cycles. We aligned the mRNA-seq reads to the reference *Drosophila melanogaster* genome sequence (UCSC dm6) using the TopHat^53^ program version 2.1.0 with the option ‘–library-type fr-secondstrand’. Cufflinks^54^ (version 2.2.1) was then employed with the option ‘-u–library-type fr-secondstrand’ to assemble transcripts and to calculate FPKM. Differentially expressed genes were also identified using Cuffdiff in the Cufflinks program package. The datasets generated during our RNA-seq analyses are available in the NCBIs Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO Series accession number GSE93144.

### Cluster analysis

Two-dimensional hierarchical cluster analysis of differentially expressed genes was performed to generate a heatmap. The distance between every pair of genes was calculated as 1.0 - (Pearson’s correlation coefficient in FPKM between the 2 genes). The Ward’s linkage algorithm was used for cluster analysis. The heatmap was created using the heatmap.2 function of the ‘gplots’ packages in R language (https://www.r-project.org).

### Gene ontology analysis of differentially expressed genes

To gain biological insights into differentially expressed genes, we analyzed genes that were significantly altered with q-values of <0.05. For this the Gene Ontology (GO) classification system was applied, employing the database for annotation, visualization and integrated discovery, DAVID version 6.8^55^.

### Reverse transcription–quantitative PCR (RT-qPCR)

Three replicates of 20 starved adult male flies were collected at each starvation periods. The starvation conditions were the same to those written in the RNA-seq analysis. Total RNA was isolated using Trizol^®^ reagent (Invitrogen) from whole body and cDNA was synthesized using PrimeScript RT reagent kit (TaKaRa) according to the manufacturer’s instructions. Samples were run in duplicates with SYBR^®^ Premix Ex Taq^TM^ II (TaKaRa) using CFX96 touch^TM^ (Biorad) and the data were analyzed with standard curve-based method calculated with CFX Manager^TM^ software. Specificity of primers was tested with melt curves created by CFX Manager^TM^ software and agarose gel electrophoresis of amplified fragments. *β-tubulin* and *Gapdh1* were used as internal controls. Primer sequences of examined genes are listed below:

*β-tubulin* forward 5′-GAGACGTACTGCATCGACAAC-3′

*β-tubulin* reverse 5′-CAGGGAGACAAGATGGTTCAG-3′

*Gapdh1* forward 5′-GGAGCCACCTATGACGAAATC-3′

*Gapdh1* reverse 5′-TCGAACACAGACGAATGGG-3′

*Gr5a* forward 5′-CGCACTCTTTATCGCTCCATAG-3′

*Gr5a* reverse 5′-GCAGGCAGATGAAGTACAGATT-3′

*Gr61a* forward 5′-GAGGGTCTGAATGCCAAGAATA-3′

*Gr61a* reverse 5′-GAACTCCAGGGCAGCATTAT-3′

*Gr64a* forward 5′-ATGTTCACCCACCTGCTAAA-3′

*Gr64a* reverse 5′-AGGCGAATGAAGACCACATAG-3′

*Gr64b/c* forward 5′-GCAGCAAATGCCGAATGAA-3′

*Gr64b/c* reverse 5′-ATAGCACGATCAAACCGGATAA-3′

*Gr64d/e* forward 5′-CGCCTGGATGGTGTTCTTTA-3′

*Gr64d/e* reverse 5′-CAAGCCTCGACACATGAGAA-3′

*Gr64f* forward 5′-CTGGTCTTGATAGTGGCTCTTAAT-3′

*Gr64f* reverse 5′-TGGTCAACTGTGTCTTGTACTG-3′

*dG9a* forward 5′-TCAGATGGCCTATCTCCTTC-3′

*dG9a* reverse 5′-CAGTCCGCAGTTCATAATCC-3′

*Akh* forward 5′-CGTCCAGTGTCAATTGACCTTCTC-3′

*Akh* reverse 5′-AGCAGCATTTCGTTGGAGGTCTTG-3′

*InR* forward 5′-GGTACCAGAAGTCAGAGAACAAG-3′

*InR* reverse 5′-CGCTCCAAACTGTCGATAAGA-3′

*Ilp2* forward 5′-ACGAGGTGCTGAGTATGGTGTGCG-3′

*Ilp2* reverse 5′-CACTTCGCAGCGGTTCCGATATCG-3′

*Ilp3* forward 5′-GTCCAGGCCACCATGAAGTTGTGC-3′

*Ilp3* reverse 5′-CTTTCCAGCAGGGAACGGTCTTCG-3′

*Ilp5* forward 5′-ATGGACATGCTGAGGGTTG-3′

*Ilp5* reverse 5′-CGCCAAGTGGTCCTCATAAT-3′

*Mtk* forward 5′-GCAACTTAATCTTGGAGCGATTT-3′

*Mtk* reverse 5′-GGTCTTGGTTGGTTAGGATTGA-3′

*Dro* forward 5′-ATTCTGCCCGCCTAAAGATG-3′

*Dro* reverse 5′-TGCTGTCTTTCGTGTGTTTATTG-3′

*Drs* forward 5′-AAGTACTTGTTCGCCCTCTTC-3′

*Drs* reverse 5′-CACAGGGACCCTTGTATCTTC-3′

### Proboscis extension reflex (PER) test

The PER tests^23,36^ were performed using flies after 8 h or 24 h starvation for Fig. 3. We used 8 h starved flies for evaluating the PER responses during the earlier stage of starvation to reduce the variations in the data. Five days old flies were used for PER tests. To induce dG9a knockdown in whole body, *Act5C-GAL4* flies were crossed with *dG9a IR* flies and F1 progenies were used for tests. *Act5C-GAL4* flies were crossed with *GFP IR* flies and F1 progenies were used as a control. The starvation conditions were the same to those written in the RNA-seq analysis. Seven concentration steps of sucrose or trehalose solutions (1, 1/3, 1/10, 1/30, 1/100, 1/300 and 1/1000 M) were prepared with distilled water for stimulation. Each fly was fixed at the tip of the 200 μL yellow tip. They were satiated with distilled water prior to the PER tests. Labellar gustatory sensilla were stimulated with a droplet of sugar solution with a pipette tip under a binocular microscope. Ingestion of the sucrose solutions may affect the starvation conditions and PER. Therefore, we stimulated the sensilla by touching the tip of them with a droplet of sugar solution in a moment not to feed flies. 15–20 flies were tested with the concentration series of sucrose starting with the lowest concentration with >5-min interval to eliminate the adaptation effect of the last stimulation. PER thresholds were calculated by fitting the data to the Hill equation using Igor pro software (WaveMetrics). The PER thresholds were defined as the concentration of sucrose which induced PER in the half of the population. We repeated this PER tests 3–5 times and calculated the average threshold.

### Locomotion activity test

Fly strains were kept on 12 h light/dark cycles for at least 5 generations before performing locomotion activity tests. Individual 3–5 day-old adult male fly was placed in glass tube and its locomotion activity was continuously recorded by DAM2 *Drosophila* Activity Monitor (TriKinetics). One end of glass tubes was filled with cotton wool soaked with 0 M or 1 M sucrose solution and the other was sealed with PARAFILM® (Bemis). These instruments were put in the incubator at 25 °C and kept on 12 h light/dark cycles.

### Chromatin immunoprecipitation-quantitative PCR (ChIP-qPCR)

Fourty adult flies (3–5 days old) were collected after 0 h and 24 h starvation. The starvation conditions were the same to those written in the RNA-seq analysis. The flies were homogenized in a mortar after freezing with liquid N_2_ and DNA was cross-linked with 16% formaldehyde for 5 min. After cross-linking, we performed ChIP using ChIP Assay Kit (Millipore) according to the manufacturer’s instructions. In brief, cross-linked DNA was cut into fragments by sonication (Bioruptor, COSMO BIO) and immunoprecipitated with 0.2 μg of anti-dG9a antibody^17^ for 16 h. After washing and reverse cross-linking, DNA was isolated and performed qPCR with SYBR® Premix Ex Taq^TM^ II (TaKaRa) using CFX96 touch^TM^ (Biorad). The data were analyzed with standard curve-based method. The primers were designed in the site of −600 to −100 bp from the transcriptional start site, because dG9a is reported to bind to these upstream regions in the target genes by ChIP-sequencing analyses performed utilizing larvae^5^. Primer sequences used in this study are listed below:

*Ilp2* forward 5′-GGCGCGGATTGGTAAGTATAG-3′

*Ilp2* reverse 5′-CCGTACTAAGCCCTGCATTTAT-3′

*Ilp3* forward 5′-CTCCTTGGGCGAGAAAGTAAA-3′

*Ilp3* reverse 5′-CTGGCATGGGATGTCTGAAA-3′

*Ilp5* forward 5′-TACGCTAATCCATGGGCATAAA-3′

*Ilp5* reverse 5′-GCAGGAGCGTACTTGCTAAT-3′

*Gr64a* forward 5′-ACATGTATCTCGGCAGCTAATC-3′

*Gr64a* reverse 5′-GACACTTCTGTGGGAATTGGA-3′

*Gr64b/c* forward 5′-GACTGCTCTTTGGAGTGAGTAA-3′

*Gr64b/c* reverse 5′-GACAATGGTTCCAGCCATCTA-3′

*MAGE* forward 5′-CAGACGAAGAACATGGCTACTT-3′

*MAGE* reverse 5′-GCGTTCCCGCTTCAGATATT-3′

### Refeeding assay

Five days old adult Canton S were placed into vials including a piece of paper soaked with 1.0 mL PBS under non-crowded conditions (20 flies per vial) for 24 h and subsequently into the vials including a piece of paper soaked with 1.0 mL 1 M sucrose for 24 h. We performed PER tests and RT-qPCR analyses utilizing flies collected in 24 h and 48 h after the start point. For locomotion activity tests, the wild type flies were put under starvation conditions for the first 24 h and then put under 1 M sucrose feeding conditions.

### Statistical analysis

Unpaired two-tailed Student t-tests were performed to evaluate the difference of the average thresholds in PER assay, and to analyze the results of locomotion analyses and qPCR analyses. Compared results were considered statistically significant when the *P*-value < 0.05.

## Electronic supplementary material

Supplementary Information

Table S1

How the deposited data were processed for this re-analysis (not part of the article)

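RNA of whole adult flies of Canton S and *dG9a* RG5 after 0 h and 12 h of starvation was measured by RNA-seq, with 1 library for each of the 4 conditions. The authors mapped the reads to dm6 with TopHat and made FPKM per locus with Cufflinks 2.2.1. The deposited tables hold these FPKM, which are already normalized for library size and transcript length, together with the authors' own differences. The authors' difference column equals a recalculation from their FPKM in 15904 rows. A second sheet with 13517 rows leaves out 2387 rows that are listed at 0 in a 0 h library and was not used for counts. The files used here give no counts, so that the depth of each library and the counting error of each value are unknown, and no intervals were calculated for FPKM.

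All calculations were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Differences were taken between values of log2(FPKM + 1), and a gene was counted as higher or lower at a difference of at least 1. With 1 library per condition no test was made, and counts rest on size alone. The 5 comparisons were the genotypes at 12 h and at 0 h, 12 h against 0 h in each genotype, and the difference between these last differences. Rows of several genes were left out, and 264 rows that share 82 gene names were kept apart by locus. Correlations between libraries used all rows, and correlations of differences used genes with at least 1 FPKM in a library. Of the 41 gene lists, 39 were described by their median difference and by the percentile of this median among 10000 random lists matched on expression in 20 bins. The list of sweet taste receptors, with 2 genes that reached 1 FPKM, has a median without a percentile, and the list of mitochondrially encoded genes matched no locus. Genes were named by a rule: genes that the paper names, the 10 highest and 10 lowest differences between the genotypes at 12 h with at least 10 FPKM and the same sign at 0 h, the 5 highest and lowest in the other comparisons, and the 3 highest and lowest members of each list. Other genes are said to be chosen after their values were seen. Shares of genes by place have Wilson 95% intervals, which cover counting error only.

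Gene places were taken from a release of BDGP6, the assembly that dm6 also holds, and biotypes from RefSeq. Of the single-gene rows, 14804 had 1 place and 15149 had a biotype. Libraries were made with a stranded mRNA kit, so that values of small RNAs in them are uncertain. The strand setting that the paper names for the mapping is not the usual one for this kit. Values of genes that overlap on opposite strands are therefore uncertain. Values of genes with near-identical copies are uncertain as well. The code for the calls was run on simulated data of 12611 genes with an assumed log2 noise SD of 0.25. Changed genes were drawn only from those with a mean of at least 10 FPKM. Of these, 98 of 100 with a log2 fold change of 2 and 100 of 100 with 3 were called at both times. These settings nearly fix that outcome. It does not measure the error of the reported calls, since the noise of these libraries is unknown. Alternatives were pseudocounts of 0.1 and 5, a minimum of 10 FPKM, a 4-fold threshold, scaling to the same sum or by the median of ratios, inclusion of rows of several genes, Spearman's rho and a window of 5 Mb, and, chosen after the data were examined, protein-coding genes only.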

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

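The tests of chance, of exact zeros and of the gut share at 0 h were chosen only after the results were seen, and the number of splits that the chance test requires was also set afterwards.

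Genes that differed between the genotypes in the same direction at both times numbered 385, and these comparisons share no library. Sequence of the donor strain left around *dG9a* was examined as the source of most of them. Of these genes, *dG9a* itself left out, 0.5% lie within 2 Mb of *dG9a*. This share decides little, since the window holds only 206 genes and could hardly hold most of the genes that differed. Near *dG9a* 0.97% of genes differed at both times, against 3.24% on the other chromosomes, so no excess was seen there. Donor sequence outside this window was not tested. Parted by genotype, 310 genes were separated, 7.05 times as many as by the pairing that follows neither genotype nor time, and the highest number for the other ways to part the libraries was 91. With 3 ways to part 4 libraries, a share under 0.05 is out of reach. The *dG9a* mutation, other differences between the strains and differences between single sets of flies may each contribute and stay open. For a few genes the paper gives RT-qPCR on other flies. It reports changes of *Obp56a*, *Obp56e*, *Obp56f* and *Gr93d*, and patterns of *Mtk*, *Dro* and *Drs* similar to those of RNA-seq. The paper attributes the pattern of the antibacterial genes to the mutation rather than to an infection of 1 set of flies.

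Small RNAs led the comparisons between 12 h and 0 h. Among rows with at least 10 FPKM in a library, 81.9% of small RNAs were listed at 0 in another library, against 0.21% of protein-coding genes, a ratio of 384.3. Parted by genotype or by time, at most 1.39 times as many small RNAs were separated as by the remaining pairing. Both values would be found with unstable FPKM of very short transcripts. The paper names an mRNA kit for these libraries, so that such rows do not measure small RNAs reliably. A biological change of these RNAs was not tested separately and cannot be read from these rows.

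Digestive protease genes were lower after 12 h of starvation, and at 0 h 11 of 29 were lower and 2, *Jon66Ci* (3.99) and *Jon66Cii* (2.48), were higher in *dG9a* RG5 than in Canton S. A smaller share of gut RNA after starvation in Canton S is argued against, since 13 gut markers that are not digestive enzymes had a median difference of -0.121, against -1.743 for the proteases. At 0 h the markers had a median of -0.201 between the genotypes, against -0.697 for the proteases, so that a smaller share of gut RNA and lower expression in the gut cannot be told apart there. Starvation, the time of day and the food eaten before collection may each contribute and were not tested, and the values of the clock genes do not decide on the time of day, since genes of a daily rhythm can have equal levels at different times.

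Some genes were higher in one genotype at 12 h and lower at 0 h, or the reverse, and these opposite differences were not tested. Where a library is listed at 0, as for *TotB* and the small RNAs, their size is set by the pseudocount. *Lsp1beta*, a storage protein gene, differed between the genotypes by -1.31 at 12 h and 1.115 at 0 h. For *Nplp4*, a neuropeptide gene, the values were 1.127 and -1.537. *Jon25Bii* had 1.224 and -1.189, and *Jon25Bi* had 1.781 and -1.679. *TotB* had -1.242 and 1.153. Among small RNAs the values were 8.275 and -8.264 for *mir-2490*, 7.945 and -8.254 for *mir-4965*, 7.3 and -8.688 for *snoRNA:Me28S-G3253*, 4.653 and -6.801 for *snoRNA:Me18S-C1096*, and 10.719 and -2.994 for *snoRNA:Or-CD10*.

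Gene groups that the paper does not discuss by name had medians near the ends of their random lists, in the same direction at both times. GO terms that the paper lists, such as innate immune response and carbohydrate metabolic process, can include some of these genes. *Bomanin* and other immune-induced peptide genes had medians of 0.899 at 12 h and 0.394 at 0 h. Turandot genes had -1.833 and -1.569. Genes of carbohydrate digestion had -0.731 and -0.364, although at 0 h 1 of 14 was higher and none was lower by 2-fold. The gut markers that are not digestive enzymes had -0.434 and -0.201. A smaller share of gut RNA in the mutant and lower expression of these genes cannot be told apart. Cytochrome P450 genes had -0.234 and -0.152, although at 0 h 3 of 75 were higher and 2 were lower by 2-fold. Accessory gland genes had 0.22 and 0.173, although of 47 genes 1 was higher and 1 was lower at 12 h, and 2 were higher and 4 were lower at 0 h. Hemocyte genes had -0.55 and -1.049, although at 12 h 1 of 8 was higher and 1 was lower. In addition, 12 single-gene loci were under 0.1 FPKM in both libraries of 1 genotype and at 10 FPKM or more in both of the other.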

How the results depend on the processing

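Results for protein-coding genes only were chosen after the data were examined. No list median and no difference of a named gene that was at least 1 in size changed its sign under an alternative. For a named gene, no pseudocount can change the sign of a difference between single libraries, so there this outcome was fixed. With the pseudocount, only the difference between the changes with starvation could have changed its sign. Smaller values were not checked for a change of sign, and counts have no sign to reverse. Among list medians, 944 of 950 values stayed close to those reported, and among named genes 879 of 1005 did. With a pseudocount of 0.1, however, 126 of 335 values of named genes did not stay close. The size of many of these differences thus depended on the pseudocount. The remaining values of named genes came from scaling of the libraries, with factors from 0.9756 to 1.0285, which could hardly move a value. Scaling of the libraries left all counts within 1.5 times, and the median difference of all genes was at most 0.077 after scaling. For the counts, the pseudocount of 0.1 was changed together with a filter of at least 1 FPKM in a compared library, named the joint setting here, so that their effects are not separated. The counts of genes depended on the handling of low values and on the threshold, by construction of stricter or looser rules. At 12 h, 994 genes differed between the genotypes, against 399 with a pseudocount of 5, 441 with at least 10 FPKM, 267 with a 4-fold threshold and 536 among protein-coding genes. At 0 h these numbers were 1155, 507, 561, 311 and 686. At either time they were 1692, 722, 803, 454 and 968, and at both times 385, 161, 221, 107 and 230, with 680 at both times for the joint setting. Between 12 h and 0 h they were 979, 425, 516, 225 and 583 in Canton S. In *dG9a* RG5 they were 526, 210, 229, 133 and 268, with 835 for the joint setting. For the change with starvation that differed between the genotypes they were 1243, 491, 562, 327 and 679. Parted by genotype they were 310, 126, 169, 85 and 177, with 516 for the joint setting, and for the remaining pairing 44, 14, 26, 14 and 11, with 100 for the joint setting. Parted by time they were 91, 48 with a pseudocount of 5, 18 with a 4-fold threshold, 56 among protein-coding genes and 173 for the joint setting. Among protein-coding genes, r was 0.512 for the genotype and 0.316 for starvation, and for starvation it was 0.096 with a pseudocount of 0.1 and rho was 0.24, where the cause was not tested. Near *dG9a*, 0.49% of genes differed at both times with a 4-fold threshold and 0.0% among protein-coding genes. The median of the antimicrobial peptide genes at 12 h was 3.661 with at least 10 FPKM, and that of the Turandot genes was -2.54 with a pseudocount of 0.1 and -2.481 with at least 10 FPKM. The alternative with the authors' confidence limits was not run, since the columns used hold none. A fit of genotype and time over the 4 libraries, which leaves 1 residual degree of freedom, was not made. The depth, and with it the precision at low FPKM, is unknown.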

Differences from the paper's values

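The paper's number of differentially expressed genes between Canton S and the *dG9a* null mutant is 404, from Cuffdiff and a threshold on the *q*-value, whereas 1692 genes differed by at least 2-fold at 12 h or at 0 h without a test. Of the alternatives set before the data were examined, the count lay within 1.5 times of the paper's with a 4-fold threshold (454). It did not with a pseudocount of 0.1 together with at least 1 FPKM in a compared library (2299), with a pseudocount of 5 (722), with at least 10 FPKM (803), with scaling to the same sum (1677) or by the median of ratios (1680), or with rows of several genes included (1750). These counts use neither the paper's test nor its threshold.

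For the lowest correlation between libraries the value was 0.9514, within the paper's bound of 0.95. It lay below that bound over loci with at least 1 FPKM in a library (0.926), with a pseudocount of 0.1 (0.9358) and for Spearman's rho (0.9482).

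By RT-qPCR, an assay on other flies, the paper states that *Ilp2* and *Ilp3* were lower in the *dG9a* null mutant throughout starvation. In the RNA-seq values *Ilp2* was higher in the mutant, by 0.93 at 0 h and 0.23 at 12 h, the opposite direction. It was at 11.9 FPKM in Canton S and 23.6 FPKM in the mutant at 0 h, and at 19.1 and 22.6 FPKM at 12 h. *Ilp3* differed by -0.29 at 0 h and 0.11 at 12 h. All these differences were under the 2-fold threshold. The RT-qPCR values were relative to *β-tubulin* or *Gapdh1*. *InR*, for which the paper states no effect, differed by -0.19 and -0.16. The paper also states that *Gr64a* to *Gr64e* were higher in the mutant by RT-qPCR in fed and in starved flies. The locus that joins these genes differed by 0.46 at 0 h and -0.18 at 12 h.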

Other observations

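The genes named here were chosen after their values were seen, apart from those that the paper measured. Hemocyte genes were lower in *dG9a* RG5 than in Canton S at 0 h, with 5 of 8 lower and none higher, whereas at 12 h 1 was lower and 1 was higher. The prophenoloxidase gene *PPO1* was at 78.7 FPKM in 0 h starved Canton S and 35.5 FPKM in the 0 h starved mutant. The collagen IV gene *Cg25C*, which the fat body also expresses, was at 57.7 and 24.7 FPKM, and the phagocytosis receptor gene *eater* at 3.73 and 1.18 FPKM. Of 17 muscle genes, the median difference between the genotypes was -0.49 at 0 h, below all random lists, and -0.07 at 12 h. Of these genes, 1 was lower by 2-fold at 0 h and none at 12 h. This gene, *Act88F*, which encodes the actin of the flight muscle, was at 118 and 45.1 FPKM at 0 h, and at 60.7 and 83.8 FPKM at 12 h.

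Of 11 genes of fatty acid synthesis and of lipid synthesis and storage, 2 were lower after 12 h of starvation in each genotype and none was higher. *CG3523*, a fatty acid synthase gene, was at 316 and 112 FPKM in 0 h and 12 h starved Canton S, and at 298 and 146 FPKM in the mutant. *Lsd-1*, which encodes a perilipin of lipid droplets, was at 557 and 200 FPKM in Canton S and at 253 and 121 FPKM in the mutant. *Pepck*, a gene of gluconeogenesis, was at 421 and 611 FPKM in Canton S and at 436 and 1077 FPKM in the mutant. The lipase gene *bmm* was at 52.6 and 81.5 FPKM, and at 67.8 and 105 FPKM.

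Several genes that the paper measured by RT-qPCR have RNA-seq values as well. The locus with *Gr64a* to *Gr64e* was at 2.38 and 2.88 FPKM in 0 h and 12 h starved Canton S, and at 3.65 and 2.42 FPKM in the mutant. *Gr64f* was at 0.549 and 1.46 FPKM, and at 1.41 and 1.79 FPKM. *Gr5a* and *Gr61a* stayed under 0.4 FPKM in all libraries. *Akh* was at 22.0 and 27.4 FPKM in Canton S and at 43.0 and 34.2 FPKM in the mutant, and *Ilp5* at 1.45 and 4.16 FPKM, and at 1.72 and 2.20 FPKM. *Gapdh1*, a glycolytic gene often used as a control, was at 1510 and 1545 FPKM in Canton S and at 733 and 1101 FPKM in the mutant.

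All 47 accessory gland genes of males reached 1 FPKM in a library, against 4 of 19 yolk and chorion genes of females. *Dup99B*, an accessory gland gene, was at 27930 and 21885 FPKM in 0 h and 12 h starved Canton S. Of the yolk protein genes, *Yp1* and *Yp2* stayed under 1 FPKM in all libraries, and *Yp3* was at 7.80 and 5.07 FPKM in Canton S and at 6.87 and 6.88 FPKM in the mutant. The sex of the flies is not stated with the RNA-seq methods, and the paper's RT-qPCR used male flies. That most yolk and chorion genes stayed under 1 FPKM in all libraries argues against a large share of females. Genes of autophagy (21), of insulin and Akh signaling (14) and of oxidative stress (14) included none that differed by 2-fold in a comparison of genotypes or times.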
